# Transcriptome profiling of developing testes and spermatogenesis in the Mongolian horse

**DOI:** 10.1186/s12863-020-00843-5

**Published:** 2020-04-28

**Authors:** Bei Li, Xiaolong He, Yiping Zhao, Dongyi Bai, Ming Du, Lianjie Song, Zhuang Liu, Zhenchen Yin, Dugarjaviin Manglai

**Keywords:** Mongolian horse, Developing testis, Spermatogenesis, RNA-Seq

## Abstract

**Background:**

Horse testis development and spermatogenesis are complex physiological processes.

**Methods:**

To study these processes, three immature and three mature testes were collected from the Mongolian horse, and six libraries were established using high-throughput RNA sequencing technology (RNA-Seq) to screen for genes related to testis development and spermatogenesis.

**Results:**

A total of 16,237 upregulated genes and 8,641 downregulated genes were detected in the testis of the Mongolian horse. These genes play important roles in different developmental stages of spermatogenesis and testicular development. Five genes with alternative splicing events that may influence spermatogenesis and development of the testis were detected. GO (Gene ontology) and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analyses were performed for functional annotation of the differentially expressed genes. Pathways related to “spermatogenesis,” male gamete generation,” “spermatid development” and “oocyte meiosis” were significantly involved in different stages of testis development and spermatogenesis.

**Conclusion:**

Genes, pathways and alternative splicing events were identified with inferred functions in the process of spermatogenesis in the Mongolian horse. The identification of these differentially expressed genetic signatures improves our understanding of horse testis development and spermatogenesis.

## Background

The mammalian testis is an important male reproductive organ that produces sperm and androgens. Spermatogenesis is a complex developmental process with a unique mechanism of cell division—meiosis—as a major defining event. Sperm development consists of three stages: (1) proliferation and differentiation of spermatogonia, (2) meiosis of spermatocytes, and (3) sperm maturation. Spermatogonial stem cells differentiate into spermatogonia and, with replication of their DNA content, give rise to primary spermatocytes. Secondary spermatocytes and spermatids are derived from the primary spermatocytes by DNA replication and tetraploid meiosis. Haploid sperm cells undergo at least four distinct morphological changes into sperm cells, namely chromatin condensation, acrosome formation, flagellar formation, and cytoplasmic reduction. In addition to spermatogenic cells, spermatogenesis also involves multiple somatic cells in testicular tissues, such as Sertoli and Leydig cells. In mammalian testes, spermatogenesis occurs within seminiferous tubules, where germ cells associate with Sertoli cells, which provide the appropriate microenvironment for spermatogenesis. Related genes in these cells play important roles in specific stages of germ cell development, and the transcription and translation of these genes vary in different stages of spermatogenesis [1, 2].

RNA sequencing technology (RNA-Seq) technology, which provides a global view of gene expression profiles, has been developed for mapping and quantifying transcriptomes [3, 4]. This methodology has several advantages over other transcriptome technologies, such as higher resolution and sensitivity, a large dynamic range of gene expression levels, and the ability to identify novel transcribed regions and splicing isoforms of known genes [5]. Ramsköld [6] assessed different mammalian tissues by RNA-Seq and found that the vast majority of genes are specifically expressed in the testis. Furthermore, Djureinovic [7] categorized 20,050 putative human genes based on RNA-Seq expression patterns. These genes were specifically expressed in normal human testicular tissues compared to 26 other normal human tissue types in seven individuals. The analysis showed that the testis has the highest number of tissue-specific genes by far. Anand [8] identified differentially expressed genes (DEGs) in the human testis relative to other tissues by microarray analysis, and a total of 2,868 upregulated and 2,011 downregulated transcripts were identified. The testis thus seems to be highly metabolically active relative to other normal tissues as indicated by functional annotation. Currently, most of the studies on the relationship between the testis development and spermatogenesis have focused on humans or mice. However, little is known regarding the spermatogenesis process in the horse.

The Mongolian horse is one of the most famous native breeds in China, and in the world. It is a dual-purpose breed that can adapt to harsh climate and extensive breeding conditions. Normal development of the testis and spermatogenesis is extremely important to ensure high level semen production and protect population continuity, and genes that are important for different stages of testis development and spermatogenesis are likely to have roles in maintaining fertility. Unfortunately, the transcriptional expression of genes during testicular development and spermatogenesis in the horse is not well understood, thereby limiting the understanding of the mechanisms of deformation and maturation in spermatogenesis. This study aimed to study the transcriptome profiles of immature and mature male Mongolian horse testes utilizing high-throughput RNA-Seq technology and bioinformatics analysis. For this purpose, a testis transcript database was obtained, and DEGs and regulatory pathways were analyzed. This study provides new insights into gene expression and the regulatory mechanisms of horse testis development and spermatogenesis.

## Results

### mRNA expression profiles in Mongolian horse testis development

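Testis tissue from 3 immature colts, 11 to 13 months old (before sexual maturation, BSM), and 3 mature stallions, 3 to 4 years old (after sexual maturation, ASM), was analyzed by RNA-Seq, which counts sequenced fragments of poly(A) RNA on each gene. Each of the 6 horses gave 1 library, so the libraries of a stage are biological replicates and no horse was sampled at both stages. The authors aligned the clean reads with TopHat to the Ensembl horse genome, assembled additional transcripts with Cufflinks, counted the reads on each gene with HTSeq, and derived FPKM from the count and the gene length. Their deposited tables hold raw counts and FPKM for 58724 genes, of which 26991 carry an Ensembl identifier. The other 31733 carry numbered identifiers of their own and are called assembled genes here, after the Cufflinks step that finds transcripts outside the reference annotation. The tables do not pair the identifiers with gene symbols or chromosomes. Where a gene had a count, its count, FPKM and library total gave a whole-number gene length, so FPKM used the summed gene counts of each library as its depth.

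The counts on genes came to 15638712 in BSM1, 15910529 in BSM2 and 14015484 in BSM3, with a median of 15638712, and to 19348061 in ASM1, 19721986 in ASM2 and 17195381 in ASM3, with a median of 19348061. At these depths 3 counts correspond to between 0.152 and 0.214 CPM (counts scaled by library size), which covers counting error alone. At least 1 count was found for 43178 genes in BSM1, 46391 in BSM2, 45412 in BSM3, 47136 in ASM1, 47925 in ASM2 and 47267 in ASM3. The 10 genes with the most counts in each library held 6.40% ± 0.324 (SD, n = 3) of the counts in BSM and 4.13% ± 0.210 (SD, n = 3) in ASM. No libraries were near-duplicates of each other. Across genes with at least 10 counts in a pair of libraries, the chi-square per degree of freedom was at least 11.3 for every pair, where sampling noise alone gives a value near 1. Differences between stages were tested on the counts with edgeR's quasi-likelihood test after TMM normalization, for the genes that edgeR's default expression filter kept. The choices that could change the numbers are the scaling between stages, the filter on low counts and the test.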

To screen for genes related to testis development and spermiogenesis, a total of six libraries—three from immature colts (BSM1, BSM2, and BSM3) and three from mature stallions (ASM1, ASM2, and ASM3)—were constructed and sequenced on the Illumina Hiseq platform. An overview of the information for these libraries is listed in Table S1. The libraries were found to contain 58,277,598 (BSM1), 59,921,568 (BSM2), 53,371,478 (BSM3), 59,523,578 (ASM1), 61,727,216 (ASM2), and 53,956,064 (ASM3) raw reads. To ensure the quality of subsequent analysis, the adapter reads, the N base > 10% and low-quality reads were removed; the results were 57,482,858 (BSM1), 58,972,988 (BSM2), 52,475,320 (BSM3), 58,411,056 (ASM1), 60,775,868 (ASM2), and 53,135,736 (ASM3) clean reads. The error rate and GC content of each library were calculated to control for the quality of libraries (Table S1). These results verify that the six libraries were of high quality.

The clean reads were aligned to the reference genome of *E. caballus*, which is the most accurate and commonly used reference genome for horses [9, 10], using TopHat v2.0.12. 

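The paper's Table S2 reports between 44212847 and 51139361 uniquely mapped reads per library. If the 2 reads of a pair are counted once, the deposited gene counts took up 64.1% of the uniquely mapped pairs in BSM1, 63.4% in BSM2, 63.4% in BSM3, 78.5% in ASM1, 77.1% in ASM2 and 76.8% in ASM3. The mean was 63.7% ± 0.407 (SD, n = 3) in BSM and 77.5% ± 0.893 (SD, n = 3) in ASM. All 3 ASM libraries lay above all 3 BSM libraries, and the gap was many times the SD within either stage (2-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Assembled genes held 11.4% ± 0.372 (SD, n = 3) of the counts in ASM and 9.92% ± 0.474 (SD, n = 3) in BSM, again without overlap between the stages.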

In total, 84.85% (BSM1), 85.05% (BSM2), 84.25% (BSM3), 84.38% (ASM1), 84.14% (ASM2), and 84.23% (ASM3) clean reads were uniquely mapped to the reference genome. In addition, more than 40% of clean reads were non-splice reads in each sample. Additionally, 27.98% (BSM1), 27.35% (BSM2), 26.92% (BSM3), 36.17% (ASM1), 34.89% (ASM2), and 34.74% (ASM3) of the clean reads were mapped to the borders of exons (also called “junction reads”) (Table S2). All RNA-Seq data have been submitted to The Gene Expression Omnibus, accession number GEO: GSE101697.

### Analysis of alternative splicing

Alternative splicing (AS) is a common occurrence in most eukaryotic cells and can result in the translation of different forms of proteins at various time points and environments, which increases the adaptability and physical fitness of the species. In our study, the AS events were classified into five kinds by rMATS (http://rnaseq-mats.sourceforge.net/index.html): (1) SE: Skipped exon, (2) MXE: Mutually exclusive exon, (3) A5SS: Alternative 5′ splice site, (4) A3SS: Alternative 3′ splice site, and (5) RI: Retained intron. The kinds and quantities of AS events were counted, and the expression of each type of AS event was analyzed. The results indicate that numerous and varied AS events exist in the spermatogenesis process (Table S3).

### Analysis of DEGs

The DEGs between libraries were screened based on DESeq analysis, taking padj < 0.05 as the cut-off. 

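The edgeR test covered 32954 genes, which are 61.6% of the 53514 genes with a count in any library. With an adjusted p-value under 0.05 after Benjamini-Hochberg adjustment, 25515 genes differed between ASM and BSM, which is 77.4% of the genes tested. Of these, 13644 genes were higher in ASM and 11871 genes were lower. Among genes with an Ensembl identifier, 5427 were higher and 6480 were lower, so that 45.6% of the 11907 Ensembl DEGs were higher in ASM. Among assembled genes, 8217 were higher and 5391 were lower, and 60.4% of these 13608 DEGs were higher in ASM. In 26808 of the tested genes, or 81.3%, the 3 ASM libraries all lay above or all lay below the 3 BSM libraries in log2 CPM, where chance gives 10% for 3 against 3. The alternative that moved the number of DEGs furthest was a filter that kept only genes with at least 10 counts in every library, with 6496 genes higher and 6966 genes lower. With the dispersion scheme of DESeq and an exact negative binomial test on all genes with at least 1 count, 16888 genes were higher and 9643 were lower. Library size as the only scaling gave 11962 genes higher and 14620 lower, so the direction with more DEGs changed with the scaling and with the filter. For Ensembl genes, the DESeq scheme gave more higher (5262 against 4858), but the 10-count filter (4993 against 5122) and library size only (4324 against 8167) did not. For assembled genes, the 10-count filter gave more lower (1844 against 1503), but the DESeq scheme (4785 against 11626) and library size only (6453 against 7638) did not.

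**Figure D1:**
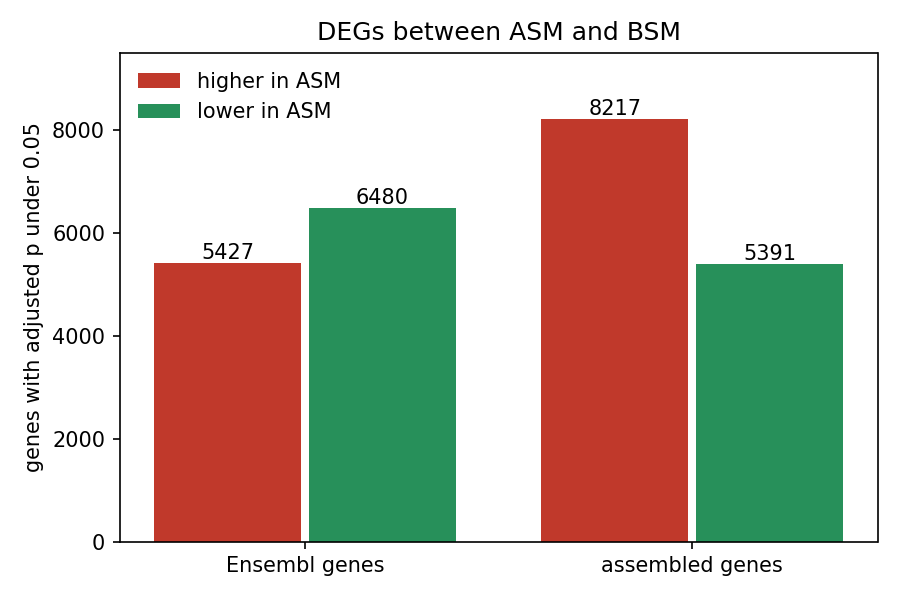
Number of genes with an adjusted p-value under 0.05 between ASM and BSM (vertical axis), for Ensembl genes and assembled genes, with 1 bar for each direction. In the edgeR test shown, Ensembl genes have more DEGs lower in ASM (6480 against 5427), and assembled genes have more DEGs higher in ASM (8217 against 5391).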

By considering libraries, the 16,237 up- and 8,641 down-regulated genes were identified in total that were up-regulated in ASM versus BSM (Fig. 1a). Venn diagrams were constructed to summarize the data, which show that the ASM and BSM libraries shared 16,327 genes that were expressed in both BSM and ASM (Fig. 1b). 

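The mean FPKM over the 3 libraries of a stage was above 1 in both stages for 16327 genes, in ASM alone for 7704 genes and in BSM alone for 5972 genes. The diagram in Fig. 1b has the same 3 parts. Of the shared genes, 12966 were Ensembl genes and 3361 were assembled genes. Assembled genes made up 90.1% of the genes above this threshold in ASM alone and 68.1% of those in BSM alone. In single libraries, the number of genes with FPKM over 1 was 21658 in BSM1, 22403 in BSM2, 23239 in BSM3, 23860 in ASM1, 23818 in ASM2 and 24016 in ASM3. The mean was 23898 ± 104 (SD, n = 3) in ASM and 22433 ± 791 (SD, n = 3) in BSM, and every ASM library was above every BSM library (2-sided exact permutation test, p = 0.1, the smallest p possible). For Ensembl genes alone the order was the opposite, with 13691 ± 55.5 (SD, n = 3) in ASM and 14698 ± 259 (SD, n = 3) in BSM, and every ASM library was below every BSM library (same test, exact permutation p = 0.1). FPKM divides by the summed counts, whereas TMM gave factors from 0.840 to 0.875 in ASM and from 1.10 to 1.22 in BSM. By that scaling, FPKM over 1 is a stricter limit in ASM than in BSM. The counts were not repeated with TMM, so the order for Ensembl genes may depend on the scaling. When FPKM over 1 was required in all 3 libraries of a stage, 14217 genes were shared, 6554 were in ASM alone and 4214 were in BSM alone. A mean FPKM over 0.5 moved the parts most, to 20666 shared genes, 10231 in ASM alone and 10344 in BSM alone. Of the shared genes, 5887 were DEGs higher in ASM, 5918 were DEGs lower in ASM and 4303 were tested without passing the threshold. Of the genes in ASM alone, 5969 were DEGs higher in ASM and 1603 had too few counts for the edgeR test.

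**Figure D2:**
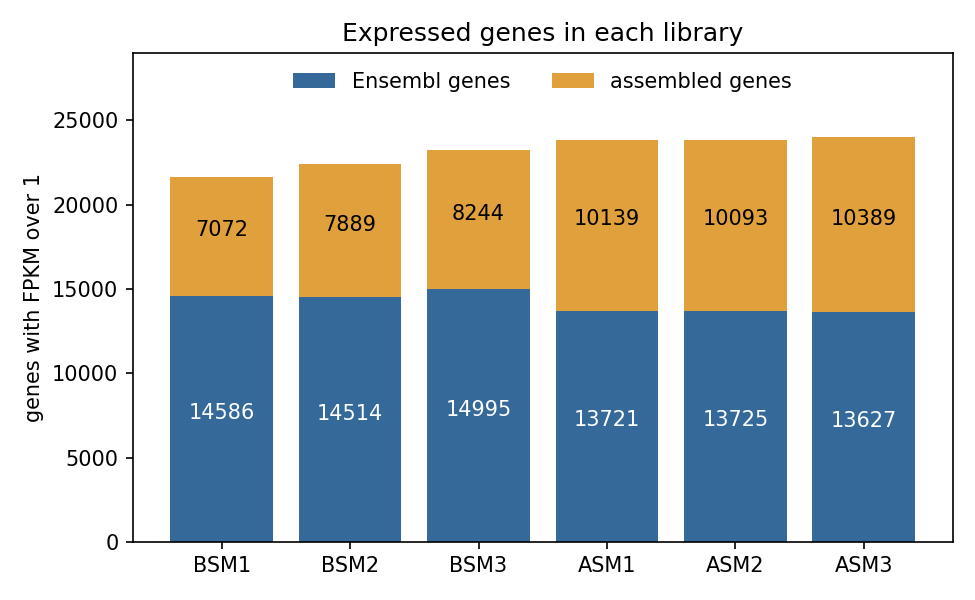
Number of genes with FPKM over 1 (vertical axis) in each of the 6 libraries, split into Ensembl genes (lower part of each bar) and assembled genes (upper part). The ASM libraries have between 10093 and 10389 assembled genes above the threshold, and the BSM libraries between 7072 and 8244. The ASM libraries have between 13627 and 13725 Ensembl genes above it, and the BSM libraries between 14514 and 14995.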

Figure 1c shows the results of hierarchical clustering, with the DEGs of the six libraries divided into two clusters. These results show that the ASM and BSM libraries had overall distinct patterns of differential expression but that the replicates within each developmental stage were similar.

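The 6 libraries were also clustered from their FPKM values as log10(FPKM + 1). Complete and average linkage, each with the Euclidean distance and with 1 minus the Pearson correlation, gave 4 clusterings. All 4 put the 3 ASM libraries in one cluster and the 3 BSM libraries in the other. This held for the DEGs, which were chosen because they differ between the stages, and also for all 53514 genes with FPKM above 0 in any library, which were not. On these genes, the first principal component held 87.2% of the variance between libraries and the second held 4.65%.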

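Pearson correlations of log10(FPKM + 1) were computed for every pair of libraries across 53514 genes, which are not independent replicates. Within ASM the mean correlation was 0.979 ± 0.000694 (SD of 3 pairs), and within BSM it was 0.968 ± 0.00991 (SD of 3 pairs). Between stages it was 0.758 ± 0.0349 (SD), from 0.712 to 0.804. The lowest correlation within a stage, 0.956 between BSM1 and BSM2, was above the highest between stages. The mean within stages exceeded the mean between stages by 0.215, more than for any other of the 10 splits of the libraries into 3 and 3 (1-sided exact permutation test, p = 0.1, the smallest p that 10 splits allow). On genes with a mean FPKM over 1, the alternative that moved this difference most, it was 0.369. The BSM libraries were less alike than the ASM libraries. The mean correlation with the 3 ASM libraries was 0.717 for BSM1, 0.796 for BSM2 and 0.760 for BSM3. From the clustering of the DEGs into 2 clusters, the paper concludes that the stages had distinct patterns of differential expression and that the replicates of a stage were similar.

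**Figure D3:**
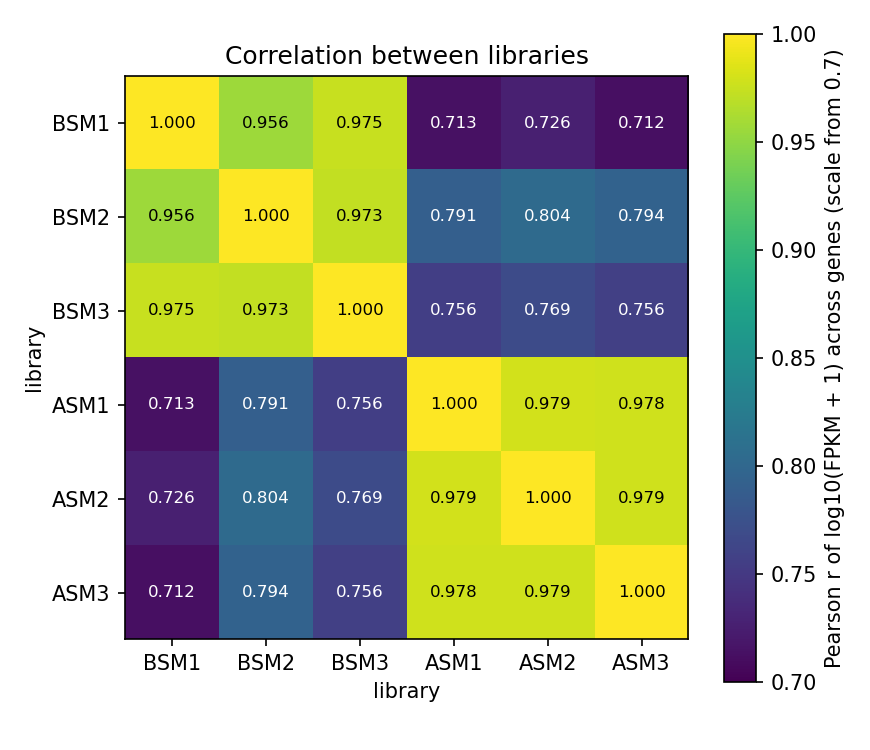
Pearson correlation of log10(FPKM + 1) across 53514 genes between each pair of the 6 libraries (rows and columns), with a colour scale that starts at 0.7. Pairs within a stage lie between 0.956 and 0.979, and pairs of different stages between 0.712 and 0.804.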

**Fig. 1:**
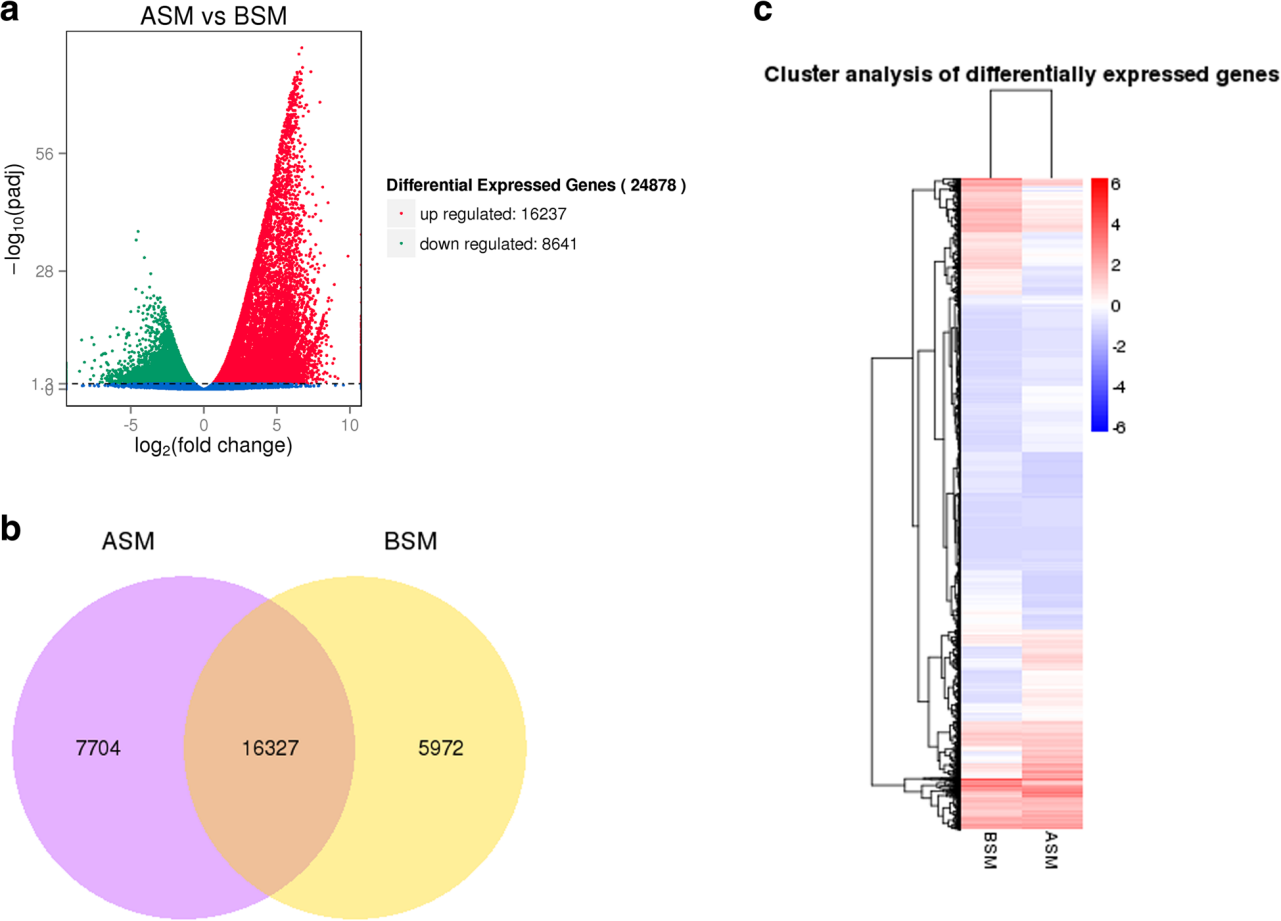
**a** Volcanic map of differentially expressed genes. There were significant differences in the expression of genes indicated by red (up) and green (down) regulation in before sexual maturation (BSM) and after sexual maturation (ASM) samples. No significant differences were observed in the expression of genes indicated by blue. The abscissa represents the fold change of genes in different samples; the ordinate represents the significant statistical difference of gene expression changes. **b** Venn diagram of gene expression. The sum of the numbers in each large circle represents the total number of genes expressed by each group, and the overlapping part of the circle represents the commonly expressed genes between groups with FPKM > 1. **c** Differential gene cluster. Overall FPKM hierarchical clustering diagram is based on the log_10_ (FPKM + 1) value for the normalization of the conversion (scale number) and clustering. Red represents high expression genes, and blue represents low expression genes

For further assessment of DEGs that are transcription factors. A total 922 transcription factors belong to 60 transcription factors families.

### GO enrichment analysis of DEGs

Gene ontology (GO) enrichment analysis was used to explore the functions of the DEGs in testis development. A total of 70 GO terms related to “biological processes,” “molecular functions,” and “cellular components” were significantly enriched across the ASM vs BSM. DEG groups (Fig. 2). Approximately 32 GO terms belong to “biological processes,” and these were mainly focused on “metabolic process” (2,454 genes), “organic substance metabolic process” (2,044 genes), and “cellular metabolic process” (1,948 genes). Approximately 20 GO terms belong to the functional category of “cellular component,” and these were mainly concentrated in “intracellular” (1,951 genes), “intracellular part” (1,844 genes), and “organelle” (1,668 genes) classification groups. Approximately 18 GO terms belong to “molecular function,” which centered on “binding” (3,037 genes), “protein binding” (1,719 genes), and “catalytic activity” (1,659 genes).

**Fig. 2:**
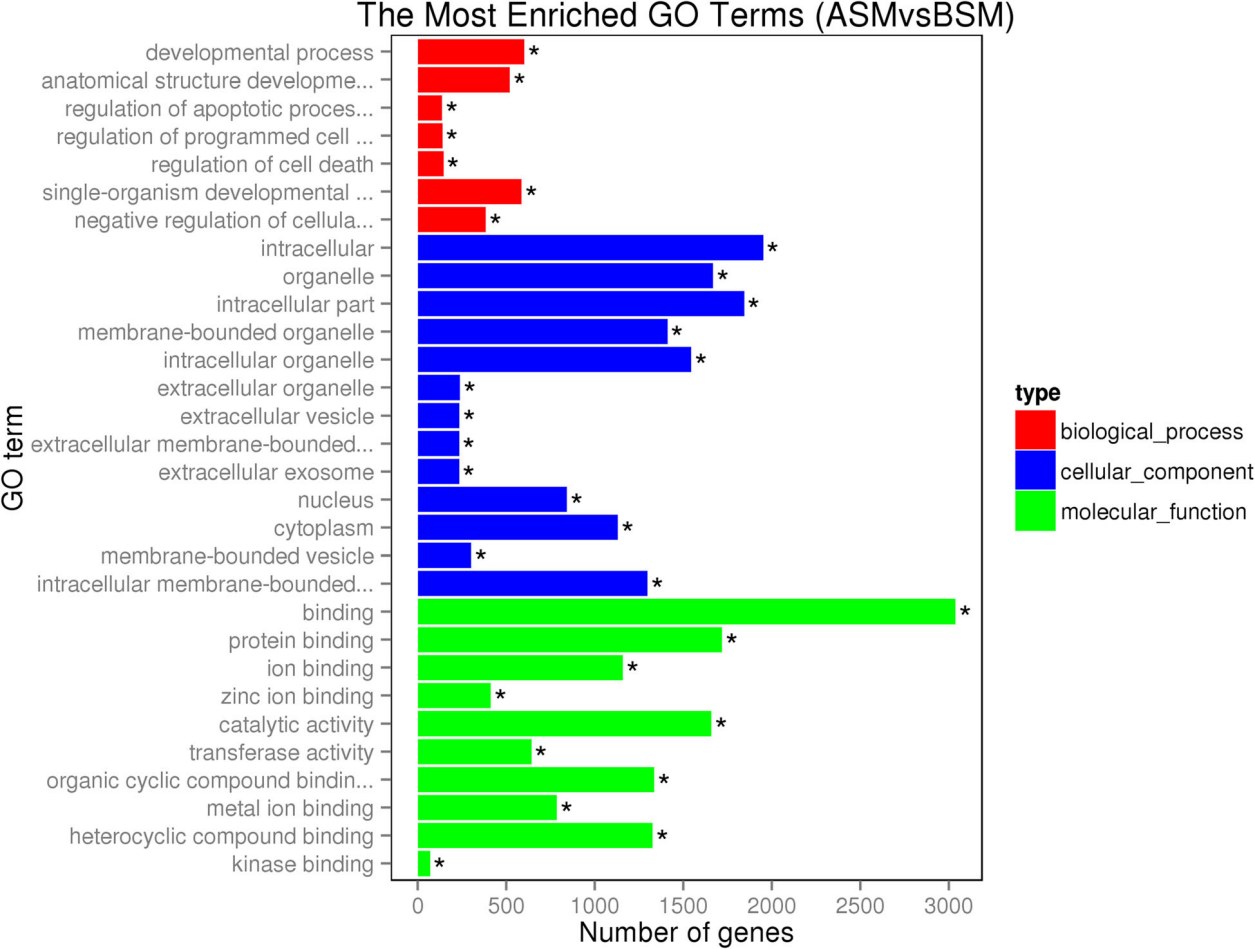
The most highly enriched GO terms. The ordinate represents the enriched GO terms, and the abscissa represents the number of differential genes. Different colors were used to distinguish “biological processes,” “cellular components” and “molecular functions.” “*” indicates significant enrichment of GO terms

### KEGG pathway enrichment analysis of DEGs

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed on these differently expressed genes with a cut-off criterion of corrected *P*-values < 0.05. Six KEGG pathways were upregulated, including “ubiquitin-mediated proteolysis,” “protein processing in endoplasmic reticulum,” “RNA transport,” “metabolic pathways,” “oocyte meiosis,” and “cell cycle.” Four pathways were downregulated, including “ribosome,” “focal adhesion,” ‘proteoglycans in cancer,” and “ECM-receptor interaction” (Fig. 3).

**Fig. 3:**
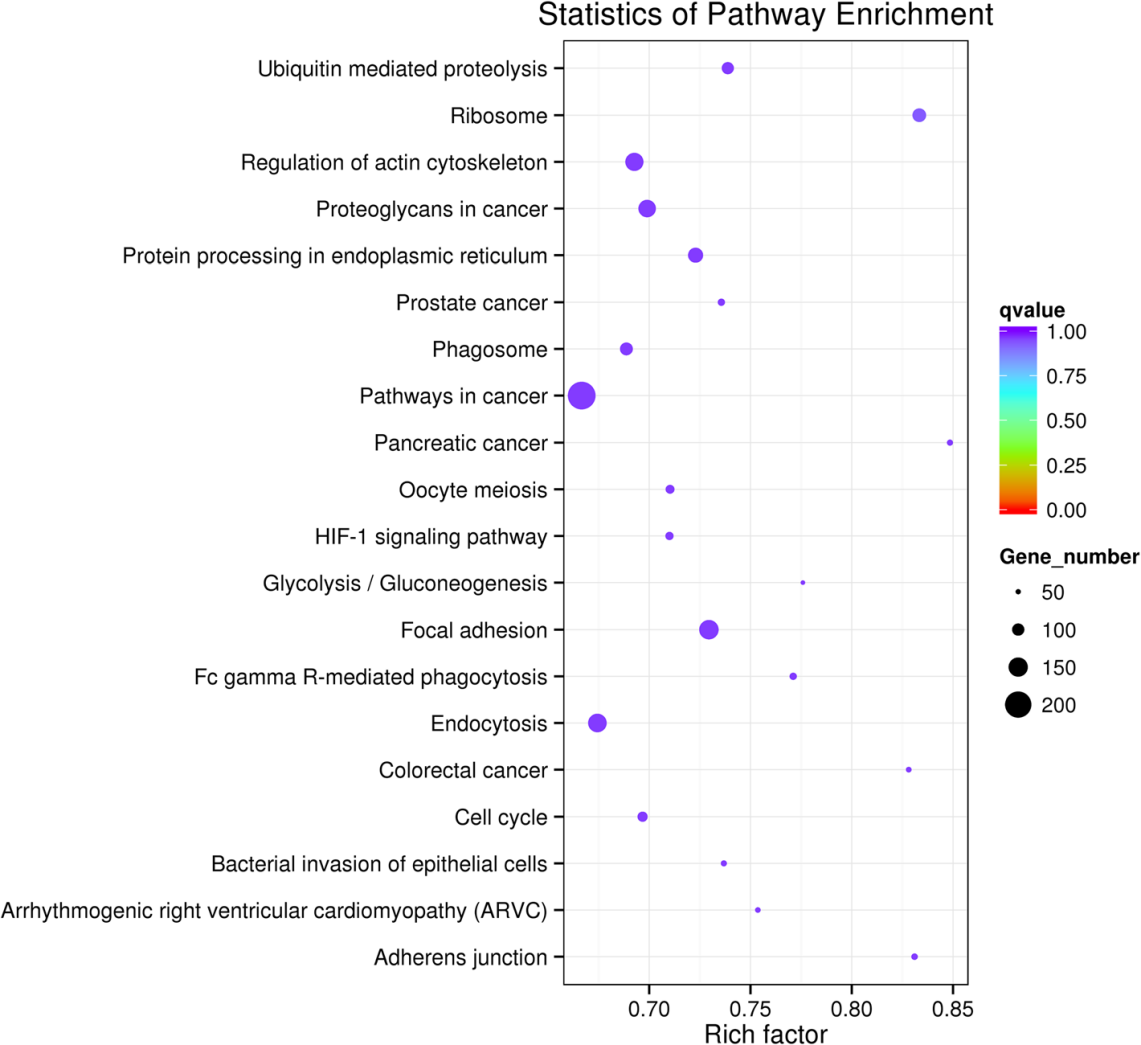
Scatter plot of differentially expressed KEGG genes. Note: The vertical axis represents the name of the pathway; the horizontal axis represents the Rich factor. The differential size of the points represents the number of differential expression genes, and the color of points signifies different ranges of Q values

### Quantitative real time PCR (qRT-PCR) validation of DEGs

To verify the differential expression of genes in ASM vs. BSM testis, we selected eight DEGs, including *MEI1* (two different sites), *EHMT2*, *BTRC*, *CLOCK*, *IQCG*, *ANAPC5* and *SKP1,* to validate the expression patterns by qRT-PCR. These genes belong to “oocyte meiosis” KEGG pathways and GO terms “spermatogenesis,” “male gamete generation,” and “spermatid development” (Table S4). There was a relatively high correlation between the mRNA expression levels of the eight genes, as detected by qRT-PCR and RNA-Seq (correlation coefficient = 0.853). This suggests that our RNA-Seq results are reliable.

## Discussion

Currently, with the development of improved detection techniques, a growing number of sperm-specific mRNAs have been identified. RNA-Seq technology has become an efficient and inexpensive method for the discovery of novel transcripts and genes. In our study, three ASM testes and three BSM testes were used as research samples, and 24,878 genes were screened by RNA-Seq. The results led to the identification of 16,237 genes that were upregulated and 8,641 genes that were downregulated during development. 

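The threshold set no limit on the fold change. The median absolute log2 fold change of the DEGs in the edgeR test was 2.34. An absolute log2 fold change of at least 1 was met by 12344 of the genes higher in ASM and 10055 of those lower. With an adjusted p-value under 0.01 in place of 0.05, 12319 genes were higher and 9271 were lower. Among Ensembl genes with a mean log2 CPM above 1 and no overlap between the stages, ENSECAG00000021785 had the largest positive log2 fold change. Its counts were between 374 and 678 in the ASM libraries and between 0 and 1 in the BSM libraries, which is at least 163-fold higher in ASM when the BSM level is set at 3 counts (adjusted p = 1.03e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ENSECAG00000005937 had the largest negative log2 fold change. It had 0 counts in all 3 ASM libraries and between 12 and 199 in the BSM libraries, at least 33.1-fold lower in ASM (adjusted p = 0.00454 from the same test). This limit rests on a BSM mean of 6.64 CPM with an SD of 5.59 (n = 3), so it depends strongly on single libraries. Its log2 fold change was -9.80, and between -10.3 (without BSM2) and -9.17 (without BSM1) when each library was left out in turn. Both genes kept their direction and an adjusted p-value under 0.05 in each of the 15 other fits that tested them.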

Using the next-generation platform, we found that most of the highly expressed genes are differentiation-related with identifiable roles in the development of the testis and spermatogenesis. Our analysis also identified related genes that were upregulated in ASM, such as *SPATA3*, *SPATA18, SPATA19, SPATA45, SPATC1, SPEM1, SPERT, SHBG, TEX35, TEX43* and *GSG1*. Among these genes, *SPATA3*, *SPATA18, SPATA19, SPATA45* and *SPATC1,* have known roles in spermatogenesis; *TEX35* and *TEX43* are associated with testis expression; *GSG1* is related to germ cell function; *SPEM1* influences spermatid maturation; and *SHBG* might regulate sex hormone-binding globulin. In addition, some novel genes detected are likely to be related to spermatogenesis.

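Assembled genes made up 17348 of the 32954 genes tested, and 78.4% of them were DEGs, against 76.3% of the Ensembl genes. Of the 8217 assembled genes higher in ASM, 6546 had a mean FPKM over 1 in ASM and 8190 had at least 10 counts in every ASM library. In 8158 of them the 3 ASM libraries all lay above the 3 BSM libraries. In 34.4% no BSM library had more than 3 counts. The 5391 assembled genes lower in ASM included 3479 with a mean FPKM over 1 in BSM, and 14.0% had no more than 3 counts in any ASM library. The median gene length was 1238 bp for the assembled genes that were higher and 1882 bp for those that were lower. Their sequences and positions are not in the tables, so a relation of single genes to spermatogenesis was not analysed here.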

Alternative splicing is a crucial mechanism for regulating gene expression and generating proteomic diversity. Recent estimates indicate that the expression of nearly 95% of human multi-exon genes involves AS [11, 12]. In metazoans, AS plays an important part in generating different protein products that function in diverse cellular processes, including cell growth, differentiation, and death. In our study, five kinds of AS events were detected, most of them involving SE. The SE events and the results of GO and KEGG analyses were comprehensively analyzed to determine the influence of AS events on the function of related genes [13]. In our study, IQ motif-containing G (*IQCG*) is regulated by 2 SE events as categorized under the GO terms “spermatogenesis,” “male gamete generation,” and “spermatid development”. The causality of the mutation was confirmed with a targeted null allele. Loss of *IQCG* disrupts spermiogenesis wherein tail formation is either incomplete or breaks apart from the sperm heads. Because IQ motif-containing genes typically regulate calmodulin, which in turn can impact the actin cytoskeleton, these findings suggest a potential role for localized calcium signaling in sperm flagellum morphogenesis, Ca^2+^ signaling is important for regulating sperm motility, most notably in the context of flagellar function and regulation [14–19]. 11 SE and 4 MXE events of the meiotic double-stranded break formation protein 1 (*MEI1*) gene also occurred in ASM. *MEI1* was upregulated in ASM and is related to the GO terms “spermatogenesis,” “male gamete generation,” and “spermatid development.” *MEI1* is expressed specifically in the testis and the first meiosis-specific mutation identified by forward genetic approaches in mammals. Mutations in the *MEI1* gene disrupt meiosis during spermatogenesis, especially in Americans of European descent [20–22].

Other enriched genes in this study that belong to the “spermatogenesis,” “male gamete generation,” and “spermatid development” GO terms include *SLC26A8, MEI1, EHMT2, DPY19L2, HIST1H2BA, CAPZA3, TSSK2, TSSK1B, KDM3A, ALMS1,* and *IQCG.* Testis anion transporter 1(Tat1) is a protein that, in humans, is encoded by the *SLC26A8* gene. *SLC26A8* gene was localized to developing spermatocytes [23–25]. The SLC26A8 protein specifically expressed in male germ cells and mature sperm. In the mouse, deletion of Tat1 caused male sterility as a results of lack of sperm motility, impaired sperm capacitation and structural defects of the flagella [26, 27]. It acts as a DIDS-sensitive anion exchanger that mediates chloride, sulfate, and oxalate transport. It also has critical anion exchange functions in male germ lines during meiosis, and therefore, may play a role in spermatogenesis [25]. The DPY19L2 protein, which belongs to the dpy-19 family, is highly expressed in testis and is required for sperm head elongation and acrosome formation during spermatogenesis. Mutations in *DPY19L2* are associated with an infertility disorder known as spermatogenic failure type 9 (SPGF9) [28–35]. Testis-specific serine kinase 2 (TSSK2), and Testis-specific serine kinase 1B (TSSK1B) are required during spermatid development. During spermatogenesis, *TSSK2* is highly expressed in the testis and is required for the transformation of a ring-shaped structure around the base of the flagellum that originates from the chromatoid body [36–41]. The above genes have well-established functions in spermatogenesis; however, the regulatory mechanisms in the horse have not been verified and thus require further investigation.

In our study, six upregulated KEGG pathways were detected. Though the “oocyte meiosis” pathway is named according to its role in female fertility, genes detected in the pathway also regulated meiosis of sperm. Meiosis plays a critical role in the formation of sperm. A total genes in the oocyte meiosis pathway were detected, with functions that influence meiosis I and II. Cell division cycle 25C (CDC25C), which encode threonine/tyrosine phosphatases related with in meiotic cell cycle regulation, were found to be differentially localized in rat testicular germ cells during spermatogenesis [42]. Aurora kinase a, also known as serine/threonine-protein kinase 6, is an enzyme that, in humans, is encoded by the *AURKA* gene and is a member of a family of mitotic serine/threonine kinases [43]. This gene is implicated to have an essential role during mitosis and meiosis [44], and its activity peaks during the G2 phase to M phase transition in the cell cycle [45]. The G2/mitotic-specific cyclin-B1 (CCNB1) is encoded by the *CCNB1* gene in humans [46]. The CCNE protein belongs to the highly conserved cyclin family, whose activity is required for cell cycle G1/S transition. This protein accumulates during the G1-S phase and is degraded as cells progress through the S-phase [47]. PLK1 is an early trigger for G2/M transition and supports the functional maturation of the centrosome in late G2/early prophase. PLK1 phosphorylates and activates components of the anaphase-promoting complex (APC). The function of APC can maintain cohesion of sister chromatids and anaphase inhibitors [48]. Meiotic recombination protein REC8 homolog is a meiosis-specific component of the cohesin complex that binds sister chromatids in preparation for the two divisions of meiosis [49, 50]. F-box only protein 43 (*FBXO43*), also called endogenous meiotic inhibitor 2 (*EMI2*), was originally identified in a yeast two-hybrid screen as a novel Xenopus polo-like kinase (Plx-1 ) [51, 52]. *FBXO43* is also essential for spermatocytes to complete meiotic divisions in mice. In male *FBXO43* knockout mice, spermatocytes cannot complete meiotic divisions, and spermatids are absent in the testes [53].

Our study focused on increasing understanding of the process of testis development and spermatogenesis in the Mongolian horse, which ultimately may lead to the development of approaches to improve fertility. Due to the lack of information available in regards to the genetics of horse spermatogenesis, we have inferred the function of certain DEGs according to available information in humans and mice. Furthermore, DEGs that have functions in development may not be directly applicable to many situations of infertility in the horse, such as azoospermia and asthenozoospermia.

## Conclusions

In our study, six mRNA libraries were constructed and sequenced from horse testes from ASM and BSM. A total of 16,237 upregulated and 8,641 downregulated genes were identified; most genes had functions within biological process categories and are known to participate in spermatogenesis and testis development. We analyzed a large number of genes related to spermatogenesis and development of the horse testis, including those that play important roles in different developmental stages. We also found that the AS events might influence the function of these genes and indirectly affect the spermatogenesis and development of the horse testis. These findings will help us to further understand how gene expression is regulated during testis development and spermatogenesis. Future research to evaluate the influence of AS events on testis development and spermatogenesis-related genes, or studies that combine other experimental results, such as miRNA and piRNA expression patterns, will provide more fundamental information in understanding the regulatory mechanisms of equine testis development and spermatogenesis at the molecular level.

## Materials and methods

### Ethics statement

This study was approved by and conducted according to the guidelines of the Institutional Animal Ethics Committee and Animal Care Guidelines of the Inner Mongolia Agricultural University. The animals did not unnecessarily suffer at any stage of this study.

### Animals and sample collection

We received permission to geld six healthy male Mongolian horses in Xilingol League, Inner Mongolia, China. The ages of the horses were determined based on physical examination of their teeth, as well as information from the owner. Three were sexually immature colts (before sexual maturation; samples BSM1–3), between 11 and 13 months old. The other three were sexually mature stallions, between 3 and 4 years old (after sexual maturation; samples ASM1–3). We surgically collected the testes of all six horses. The excised testes were stored in cryogenic vials with RNA/DNA sample protector (TaKaRa). Small aliquots (~ 5 g) from the testes of each animal from the parenchyma, including the seminiferous tubules and Leydig cells from the middle area, were immediately frozen in liquid nitrogen for quantitative real-time polymerase chain reaction (qRT-PCR) analysis. All horses were reared by their owner after our study.

### RNA quantification and qualification

Total RNA was extracted using TRIzol™ Reagent (Invitrogen) according to the manufacturer’s protocols and resuspended in nuclease-free water. Then, the samples were treated with DNase I (Invitrogen) to eliminate any contaminating genomic DNA. RNA degradation and contamination were monitored on 1% agarose gels. RNA purity was assessed using the NanoPhotometer® spectrophotometer (IMPLEN). RNA concentrations were measured using the Qubit® RNA Assay Kit with the Qubit® 2.0 Fluorometer (Life Technologies). RNA integrity was assessed using the RNA Nano 6000 Assay Kit with the Bioanalyzer 2100 system (Agilent Technologies).

### Library preparation for strand-specific transcriptome sequencing

Six libraries were constructed. The three immature testes libraries were designated BSM1, BSM2, and BSM3; and the three mature testes libraries were designated ASM1, ASM2, and ASM3. Approximately 3 μg RNA per sample were used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (NEB) according to the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-conjugated magnetic beads. Fragmentation was conducted using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First-strand cDNA was synthesized using random hexamer primer and M-MuLV reverse transcriptase (RNaseH-). Second-strand cDNA synthesis was subsequently performed using DNA polymerase I and RNase H. In the reaction buffer, dNTPs with dTTP were replaced by dUTP. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activity. After adenylation of the 3′ ends of the DNA fragments, NEBNext Adaptors with hairpin loop structure were ligated for hybridization. To select cDNA fragments of preferentially 150~200 bp in length, the libraries were purified with the AMPure XP system (Beckman Coulter). Then 3 μL of USER Enzyme (NEB) were used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min, followed by 5 min at 95 °C before PCR. PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers, and Index (X) Primer. Finally, the products were purified (AMPure XP system), and the library quality was assessed using the Agilent Bioanalyzer 2100 system.

### Clustering and sequencing

Clustering of the index-coded samples was performed on a cBot Cluster Generation System using the TruSeq PE Cluster Kit v3-cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq platform and 150 bp paired-end reads were generated.

### Quality control

In order to guarantee data quality in our analysis, a Perl script was used to filter the Raw Data. The steps were as follows: The clean data were obtained by removing reads containing adapter, reads containing ploy-N and low quality reads from raw data.

### Reads mapping to the reference genome

The reference genome and gene model annotation files were directly downloaded from the www.ensembl.org. The index of the reference genome was built using Bowtie v2.2.3, and paired-end clean reads were aligned to the reference genome using TopHat v2.0.12 [54, 55]. TopHat was selected as the mapping tool because it can generate a database of splice junctions based on the gene model annotation file and thus provides a better mapping result than other non-splice mapping tools [56–58].

### Quantification of gene expression

HTSeq v0.6.1 was used to count the read numbers mapped to each gene [59]. Then, the expected number of Fragments Per Kilobase of transcript sequence per Million base pairs sequenced (FPKM) of each gene was calculated based on the length of the gene and read count mapped to the gene. The FPKM simultaneously considers the effect of the sequencing depth and gene length for the read count, and is currently the most commonly used method for estimating gene expression levels [60].

### Differential expression analysis

Differential expression analysis of two stages (three biological replicates per stage) was performed using the DESeq R package (1.18.0). DESeq provides statistical routines for determining differential expression within digital gene expression data using a model based on the negative binomial distribution. The resulting *P*-values were adjusted using the Benjamin and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted *P*-value < 0.05 found by DESeq were assigned as differentially expressed [61, 62].

### GO and KEGG enrichment analyses of DEGs

GO enrichment analysis of DEGs was implemented by the GOseq R package, in which the gene length bias was corrected. GO terms with corrected *P*-value < 0.05 were considered significantly enriched DEGs [63]. KEGG is a database resource for understanding high-level functions and utilities of biological systems, such as the cell, the organism and the ecosystem, based on molecular-level information, especially large-scale molecular datasets generated by genome sequencing and other high-throughput experimental technologies (http://www.genome.jp/kegg/) [64]. We used KOBAS software to test the statistical enrichment of DEGs in the KEGG pathways [65].

### Differential gene transcription factor analysis

Putative transcription factors were analyzed using the animal transcription factor database AnimalTFDB 2.0 [66]. For genes included in the database, the transcription factors were directly screened by Ensembl geneID; Non-Ensembl geneID genes were screened through the horse transcription factor protein sequence database by BLASTX.

### Novel transcript prediction and alternative splicing analysis

The Cufflinks v2.1.1 Reference Annotation Based Transcript (RABT) assembly method was used to construct and identify both known and novel transcripts from TopHat alignment results. Alternative splicing events were classified by the software rMATS (http://rnaseq-mats.sourceforge.net/index.html). The number of AS events in each sample was estimated separately.

### qRT-PCR validation

A piece of testis was excised and frozen immediately in liquid nitrogen for qRT-PCR analysis. Total RNA was extracted using TRIzol™ Reagent (Invitrogen) according to the manufacturer’s protocols. About 0.5 μg of total RNA was used as template to synthesize first-strand cDNA using a miScript II RT Kit (QIAGEN) according to the manufacturer’s protocols. The resultant cDNA was diluted to 0.1 μg/μL for further analysis by the MX3000P Real-Time PCR System (Agilent Technologies) using SYBR® Premix Ex Taq™ II(TaKaRa). β-actin was chosen as an internal reference gene to eliminate sample-to-sample variations based on evidence of its role as a constitutive house-keeping gene for qRT-PCR and its use in normalizing changes in specific gene expressions [67]. The relative gene expression levels were calculated using the 2^−ΔΔCt^ method. The DEGs between ASM and BSM testis were analyzed by t-test.

## Supplementary information

**Additional file 1: Table S1.** List of data output quality.

**Additional file 2: Table S2.** Alignment of Reads and reference genome.

**Additional file 3: Table S3.** Classification and quantity statistics of AS events.

**Additional file 4: Table S4.** The results of qRT-PCR validation.

## Data Availability

The accession number for the raw and processed profiling by high-throughput RNA sequencing technology reported in this paper is GEO: GSE101697.

## References

[1] Hecht NB (1998). Molecular mechanisms of male germ cell differentiation. BioEssays.

[2] Eddy EM, O'Brien DA (1998). Gene expression during mammalian meiosis. Curr Top Dev Biol.

[3] Mortazavi A, Williams BA, McCue K, Schaeffer L, Wold B (2008). Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nat Methods.

[4] Marioni JC, Mason CE, Mane SM, Stephens M, Gilad Y (2008). RNA-seq: an assessment of technical reproducibility and comparison with gene expression arrays. Genome Res.

[5] Wang Z, Gerstein M, Snyder M (2010). RNA-Seq: a revolutionary tool for transcriptomics. Nat Rev Genet.

[6] Ramsköld D, Wang ET, Burge CB, Sandberg R (2009). An abundance of ubiquitously expressed genes revealed by tissue transcriptome sequence data. PLoS Comput Biol.

[7] Djureinovic D, Fagerberg L, Hallstrom B, Danielsson A, Lindskog C, Uhlen M, Ponten F (2014). The human testis-specific proteome defined by transcriptomics and antibody-based profiling. Mol Hum Reprod.

[8] Anand M, Prasad BV (2012). The computational analysis of human testis transcriptome reveals closer ties to pluripotency. J Hum Reprod Sci.

[9] Jun J, Cho YS, Hu H, Kim H-M, Jho S, Gadhvi P, Park KM, Lim J, Paek WK, Han K (2014). Whole genome sequence and analysis of the Marwari horse breed and its genetic origin. BMC Genomics.

[10] Doan R, Cohen ND, Sawyer J, Ghaffari N, Johnson CD, Dindot SV (2012). Whole-genome sequencing and genetic variant analysis of a quarter horse mare. BMC Genomics.

[11] Pan Q, Shai O, Lee LJ, Frey BJ, Blencowe BJ. Deep surveying of alternative splicing complexity in the human transcriptome by high-throughput sequencing. Nat Genet. 2008;40(12):1413–5.10.1038/ng.25918978789

[12] Wahl MC, Will CL, Lührmann R (2009). The Spliceosome: design principles of a dynamic RNP machine. Cell.

[13] Chen M, Manley JL (2009). Mechanisms of alternative splicing regulation: insights from molecular and genomics approaches. Nat Rev Mol Cell Biol.

[14] Ignotz GG, Suarez SS (2005). Calcium/calmodulin and calmodulin kinase II stimulate hyperactivation in demembranated bovine sperm. Biol Reprod.

[15] Harris TP, Schimenti KJ, Munroe RJ, Schimenti JC (2014). IQ motif-containing G (Iqcg) is required for mouse spermiogenesis. G3 (Bethesda).

[16] Marquez B, Ignotz G, Suarez SS (2007). Contributions of extracellular and intracellular Ca2+ to regulation of sperm motility: release of intracellular stores can hyperactivate CatSper1 and CatSper2 null sperm. Dev Biol.

[17] Lindemann CB, Goltz JS, Kanous KS. Regulation of activation state and flagellar wave form in epididymal rat sperm: evidence for the involvement of both Ca2+ and cAMP. Cell Motil Cytoskeleton. 1987;8(4):324–32.10.1002/cm.9700804052826020

[18] Ho H-C, Granish KA, Suarez SS. Hyperactivated motility of bull sperm is triggered at the axoneme by Ca2+ and not cAMP. Dev Biol. 2002;250(1):208–17.10.1006/dbio.2002.079712297107

[19] Darszon A, Nishigaki T, Beltran C, Treviño CL. Calcium channels in the development, maturation, and function of spermatozoa. Physiol Rev. 2011;91(4):1305–55.10.1152/physrev.00028.201022013213

[20] Sato H, Miyamoto T, Yogev L, Namiki M, Koh E, Hayashi H, Sasaki Y, Ishikawa M, Lamb DJ, Matsumoto N (2006). Polymorphic alleles of the human MEI1 gene are associated with human azoospermia by meiotic arrest. J Hum Genet.

[21] Reinholdt LG, Schimenti JC (2005). Mei1 is epistatic to Dmc1 during mouse meiosis. Chromosoma.

[22] Libby BJ, Reinholdt LG, Schimenti JC (2003). Positional cloning and characterization of Mei1, a vertebrate-specific gene required for normal meiotic chromosome synapsis in mice. Proc Natl Acad Sci.

[23] Lohi H, Kujala M, Mäkelä S, Lehtonen E, Kestilä M, Saarialho-Kere U, Markovich D, Kere J (2002). Functional characterization of three novel tissue-specific anion exchangers SLC26A7, −A8, and -A9. J Biol Chem.

[24] Dirami T, Rode B, Jollivet M, Da Silva N, Escalier D, Gaitch N, Norez C, Tuffery P, Wolf J-P, Becq F (2013). Missense mutations in SLC26A8, encoding a sperm-specific activator of CFTR, are associated with human asthenozoospermia. Am J Hum Genet.

[25] Toure A, Morin L, Pineau C, Becq F, Dorseuil O, Gacon G. Tat1, a novel sulfate transporter specifically expressed in human male germ cells and potentially linked to rhogtpase signaling. J Biol Chem. 2001;276(23):20309–15.10.1074/jbc.M01174020011278976

[26] Hernández-González EO, Treviño CL, Castellano LE, de la Vega-Beltrán JL, Ocampo AY, Wertheimer E, Visconti PE, Darszon A. Involvement of cystic fibrosis transmembrane conductance regulator in mouse sperm capacitation. J Biol Chem. 2007;282(33):24397–406.10.1074/jbc.M70160320017588945

[27] Rode B, Dirami T, Bakouh N, Rizk-Rabin M, Norez C, Lhuillier P, Lores P, Jollivet M, Melin P, Zvetkova I (2012). The testis anion transporter TAT1 (SLC26A8) physically and functionally interacts with the cystic fibrosis transmembrane conductance regulator channel: a potential role during sperm capacitation. Hum Mol Genet.

[28] Ghédir H, Ibala-Romdhane S, Okutman O, Viot G, Saad A, Viville S (2016). Identification of a new DPY19L2 mutation and a better definition of DPY19L2 deletion breakpoints leading to globozoospermia. Mol Hum Reprod.

[29] Coutton C, Abada F, Karaouzene T, Sanlaville D, Satre V, Lunardi J, Jouk P-S, Arnoult C, Thierry-Mieg N, Ray PF (2013). Fine characterisation of a recombination hotspot at the DPY19L2 locus and resolution of the paradoxical excess of duplications over deletions in the general population. PLoS Genet.

[30] Zhu F, Gong F, Lin G, Lu G (2013). DPY19L2 gene mutations are a major cause of globozoospermia: identification of three novel point mutations. Mol Hum Reprod.

[31] ElInati E, Kuentz P, Redin C, Jaber S, Vanden Meerschaut F, Makarian J, Koscinski I, Nasr-Esfahani MH, Demirol A, Gurgan T (2012). Globozoospermia is mainly due to DPY19L2 deletion via non-allelic homologous recombination involving two recombination hotspots. Hum Mol Genet.

[32] Coutton C, Zouari R, Abada F, Ben Khelifa M, Merdassi G, Triki C, Escalier D, Hesters L, Mitchell V, Levy R (2012). MLPA and sequence analysis of DPY19L2 reveals point mutations causing globozoospermia. Hum Reprod.

[33] Koscinski I, ElInati E, Fossard C, Redin C, Muller J, Velez de la Calle J, Schmitt F, Ben Khelifa M, Ray P, Kilani Z (2011). DPY19L2 deletion as a major cause of globozoospermia. Am J Hum Genet.

[34] Harbuz R, Zouari R, Pierre V, Ben Khelifa M, Kharouf M, Coutton C, Merdassi G, Abada F, Escoffier J, Nikas Y, Vialard F, Koscinski I, Triki C, Sermondade N, Schweitzer T, Zhioua A, Zhioua F, Latrous H, Halouani L, Ouafi M, Makni M, Jouk PS, Sèle B, Hennebicq S, Satre V, Viville S, Arnoult C, Lunardi J, Ray PF. A recurrent deletion of DPY19L2 causes infertility in man by blocking sperm head elongation and acrosome formation. Am J Hum Genet. 2011;88(3):351–61.10.1016/j.ajhg.2011.02.007PMC305942221397064

[35] Yassine S, Escoffier J, Martinez G, Coutton C, Karaouzène T, Zouari R, Ravanat J-L, Metzler-Guillemain C, Lee HC, Fissore R (2015). Dpy19l2-deficient globozoospermic sperm display altered genome packaging and DNA damage that compromises the initiation of embryo development. Mol Hum Reprod.

[36] Zhang Z, Shen X, Jones BH, Xu B, Herr JC, Strauss JF 3rd. Phosphorylation of mouse sperm axoneme central apparatus protein SPAG16L by a testis-specific kinase, TSSK2. Biol Reprod. 2008;79(1):75–83.10.1095/biolreprod.107.066308PMC266040518367677

[37] Xu B, Hao Z, Jha KN, Zhang Z, Urekar C, Digilio L, Pulido S, Strauss JF, Flickinger CJ, Herr JC (2008). Targeted deletion of Tssk1 and 2 causes male infertility due to haploinsufficiency. Dev Biol.

[38] Li Y, Sosnik J, Brassard L, Reese M, Spiridonov NA, Bates TC, Johnson GR, Anguita J, Visconti PE, Salicioni AM (2011). Expression and localization of five members of the testis-specific serine kinase (Tssk) family in mouse and human sperm and testis. Mol Hum Reprod.

[39] Shang P, Hoogerbrugge J, Baarends W, Grootegoed JA (2013). Evolution of testis-specific kinases TSSK1B and TSSK2 in primates. Andrology.

[40] Shang P, Baarends WM, Hoogerbrugge J, Ooms MP, van Cappellen WA, de Jong AA, Dohle GR, van Eenennaam H, Gossen JA, Grootegoed JA. Functional transformation of the chromatoid body in mouse spermatids requires testis-specific serine/threonine kinases. J Cell Sci. 2010;123(Pt 3):331–9.10.1242/jcs.05994920053632

[41] Kueng P, Nikolova Z, Djonov V, Hemphill A, Rohrbach V, Boehlen D, Zuercher G, Andres AC, Ziemiecki A. A novel family of serine/threonine kinases participating in spermiogenesis. J Cell Biol. 1997;139(7):1851–9.10.1083/jcb.139.7.1851PMC21326539412477

[42] Mizoguchi S, Kim KH. Expression of cdc25 phosphatases in the germ cells of the rat testis. Biol Reprod. 1997;56(6):1474–81.10.1095/biolreprod56.6.14749166700

[43] Zhou H, Kuang J, Zhong L, Kuo WL, Gray JW, Sahin A, Brinkley BR, Sen S. Tumour amplified kinase STK15/BTAK induces centrosome amplification, aneuploidy and transformation. Nat Genet. 1998;20(2):189–93.10.1038/24969771714

[44] Crane R, Gadea B, Littlepage L, Wu H, Ruderman JV. Aurora A, meiosis and mitosis. Biol Cell. 2004;96(3):215–29.10.1016/j.biolcel.2003.09.00815182704

[45] Bischoff JR, Plowman GD. The Aurora/Ipl1p kinase family: regulators of chromosome segregation and cytokinesis. Trends Cell Biol. 1999;9(11):454–9.10.1016/s0962-8924(99)01658-x10511710

[46] Sartor H, Ehlert F, Grzeschik KH, Müller R, Adolph S. Assignment of two human cell cycle genes, CDC25C and CCNB1, to 5q31 and 5q12, respectively. Genomics. 1992;13(3):911–2.10.1016/0888-7543(92)90190-41386342

[47] Ohtsubo M, Theodoras AM, Schumacher J, Roberts JM, Pagano M. Human cyclin E, a nuclear protein essential for the G1-to-S phase transition. Mol Cell Biol. 1995;15(5):2612–24.10.1128/mcb.15.5.2612PMC2304917739542

[48] van de Weerdt BCM, Medema RH (2006). Polo-like kinases: a team in control of the division. Cell Cycle.

[49] Xu H, Beasley MD, Warren WD, van der Horst GT, McKay MJ. Absence of mouse REC8 cohesin promotes synapsis of sister chromatids in meiosis. Dev Cell. 2005;8(6):949–61.10.1016/j.devcel.2005.03.01815935783

[50] Lee J, Iwai T, Yokota T, Yamashita M (2003). Temporally and spatially selective loss of Rec8 protein from meiotic chromosomes during mammalian meiosis. J Cell Sci.

[51] Schmidt A, Rauh NR, Nigg EA, Mayer TU. Cytostatic factor: an activity that puts the cell cycle on hold. J Cell Sci. 2006;119(Pt 7):1213-8.10.1242/jcs.0291916554437

[52] Tung JJ, Hansen DV, Ban KH, Loktev AV, Summers MK, Adler JR 3rd, Jackson PK. A role for the anaphase-promoting complex inhibitor Emi2/XErp1, a homolog of early mitotic inhibitor 1, in cytostatic factor arrest of Xenopus eggs. Proc Natl Acad Sci U S A. 2005;102(12):4318–23.10.1073/pnas.0501108102PMC55297715753281

[53] Gopinathan L, Szmyd R, Low D, Diril MK, Chang HY, Coppola V, Liu K, Tessarollo L, Guccione E, van Pelt AMM7, Kaldis P. Emi2 is essential for mouse spermatogenesis. Cell Rep. 2017;20(3):697–708.10.1016/j.celrep.2017.06.033PMC797438328723571

[54] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol.

[55] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat Methods.

[56] Trapnell C, Pachter L, Salzberg SL (2009). TopHat: discovering splice junctions with RNA-Seq. Bioinformatics.

[57] Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol.

[58] Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR, Pimentel H, Salzberg SL, Rinn JL, Pachter L (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc.

[59] Anders S. HTSeq: analysing high-throughput sequencing data with Python. 2010.10.1093/bioinformatics/btac166PMC911335135561197

[60] Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, van Baren MJ, Salzberg SL, Wold BJ, Pachter L (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol.

[61] Anders S, Huber W (2010). Differential expression analysis for sequence count data. Genome Biol.

[62] Anders S, Huber W. Differential expression of RNA-Seq data at the gene level-the DESeq package. 2012.

[63] Young MD, Wakefield MJ, Smyth GK, Oshlack A (2010). Gene ontology analysis for RNA-seq: accounting for selection bias. Genome Biol.

[64] Kanehisa M, Araki M, Goto S, Hattori M, Hirakawa M, Itoh M, Katayama T, Kawashima S, Okuda S, Tokimatsu T (2008). KEGG for linking genomes to life and the environment. Nucleic Acids Res.

[65] Mao X, Cai T, Olyarchuk JG, Wei L (2005). Automated genome annotation and pathway identification using the KEGG Orthology (KO) as a controlled vocabulary. Bioinformatics.

[66] Zhang H-M, Liu T, Liu C-J, Song S, Zhang X, Liu W, Jia H, Xue Y, Guo A-Y (2015). AnimalTFDB 2.0: a resource for expression, prediction and functional study of animal transcription factors. Nucleic Acids Res.

[67] Mori R, Wang Q, Danenberg K, Pinski J, Danenberg P (2008). Both β-actin and GAPDH are useful reference genes for normalization of quantitative RT-PCR in human FFPE tissue samples of prostate cancer. Prostate.

# Supplementary material for: Transcriptome profiling of developing testes and spermatogenesis in the Mongolian horse
**Source:** BMC Genet. 2020 Apr 28;21:46. doi: 10.1186/s12863-020-00843-5
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. List of data output quality.

Table S1 List of data output quality

| Sample name | Raw reads | Clean reads | Error rate(%) | Q20(%) | Q30(%) | GC content(%) |
| --- | --- | --- | --- | --- | --- | --- |
| BS1 | 58277598 | 57482858 | 0.01 | 98.37 | 95.91 | 48.89 |
| BS2 | 59921568 | 58972988 | 0.01 | 98.45 | 96.1 | 48.46 |
| BS3 | 53371478 | 52475320 | 0.01 | 98.48 | 96.17 | 48.98 |
| AS1 | 59523578 | 58411056 | 0.01 | 98.43 | 96.03 | 49.97 |
| AS2 | 61727216 | 60775868 | 0.01 | 98.33 | 95.81 | 49.6 |
| AS3 | 53956064 | 53135736 | 0.01 | 98.38 | 95.91 | 49.6 |

Note:

1. Raw reads：Statistical raw sequence data

2. Clean reads: Statistics for the filtered data

3. Q20、Q30: Calculate the percentage of the total base of Phred value greater than 20 and 30, respectively

4. GC content: Calculate the total number of base G and C and the percentage of total base number

# Supplementary material for: Transcriptome profiling of developing testes and spermatogenesis in the Mongolian horse
**Source:** BMC Genet. 2020 Apr 28;21:46. doi: 10.1186/s12863-020-00843-5
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Alignment of Reads and reference genome.

Table S2 Alignment of Reads and reference genome

| Sample name | BS1 | BS2 | BS3 | AS1 | AS2 | AS3 |
| --- | --- | --- | --- | --- | --- | --- |
| Total reads | 57482858 | 58972988 | 52475320 | 58411056 | 60775868 | 53135736 |
| Total mapped | 49544664 (86.19%) | 50977489 (86.44%) | 44970066 (85.7%) | 50154994 (85.87%) | 52106893 (85.74%) | 45639892 (85.89%) |
| Multiple mapped | 769537 (1.34%) | 820207 (1.39%) | 757219 (1.44%) | 865718 (1.48%) | 967532 (1.59%) | 881231  (1.66%) |
| Uniquely mapped | 48775127 (84.85%) | 50157282 (85.05%) | 44212847 (84.25%) | 49289276 (84.38%) | 51139361 (84.14%) | 44758661 (84.23%) |
| Read-1 | 24956766 (43.42%) | 25616683 (43.44%) | 22540529 (42.95%) | 25259215 (43.24%) | 26257895 (43.2%) | 22962720 (43.22%) |
| Read-2 | 23818361 (41.44%) | 24540599 (41.61%) | 21672318 (41.3%) | 24030061 (41.14%) | 24881466 (40.94%) | 21795941 (41.02%) |
| Reads map to '+' | 24358384 (42.38%) | 25055369 (42.49%) | 22098091 (42.11%) | 24639652 (42.18%) | 25572721 (42.08%) | 22376022 (42.11%) |
| Reads map to '-' | 24416743 (42.48%) | 25101913 (42.57%) | 22114756 (42.14%) | 24649624 (42.2%) | 25566640 (42.07%) | 22382639 (42.12%) |
| Non-splice reads | 32691913 (56.87%) | 34028728 (57.7%) | 30088902 (57.34%) | 28163504 (48.22%) | 29933197 (49.25%) | 26300556 (49.5%) |
| Splice reads | 16083214 (27.98%) | 16128554 (27.35%) | 14123945 (26.92%) | 21125772 (36.17%) | 21206164 (34.89%) | 18458105 (34.74%) |

Note:

1. Total reads：Statistics for the filtered data

2. Total mapped：The number of sequences that can be localized to the genome;

3 Multiple mapped：The number of sequencing sequences with multiple alignment positions on a reference sequence;

4. Uniquely mapped：The number of sequences in a reference sequence with a unique alignment.

5. Reads map to '+'，Reads map to '-'：The alignment of sequence to positive and negative chains in genome.

6. Splice reads: The reads mapped to the border of two exons, also called junction reads.

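Junction reads span the border of 2 exons and so come from spliced RNA, whereas a read inside a single exon can also come from unspliced RNA or from a gene without introns. From the paper's values in Table S2, junction reads were 33.0%, 32.2% and 31.9% of the uniquely mapped reads in BSM1, BSM2 and BSM3, and 42.9%, 41.5% and 41.2% in ASM1, ASM2 and ASM3. The paper's values give a mean of 32.4% ± 0.544 (SD, n = 3) in BSM and 41.9% ± 0.878 (SD, n = 3) in ASM, with no overlap between the stages (2-sided exact permutation test, p = 0.1, the smallest p possible). The percentages in the table itself are of all clean reads, not of the uniquely mapped reads.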

Non-splice reads: The reads for the entire sequence are mapped to one exon.

# Supplementary material for: Transcriptome profiling of developing testes and spermatogenesis in the Mongolian horse
**Source:** BMC Genet. 2020 Apr 28;21:46. doi: 10.1186/s12863-020-00843-5
**Supplement:** Supplementary file 3 — Additional file 3: Table S3. Classification and quantity statistics of AS events.

Table S3 Classification and quantity statistics of AS events

| Event Type | NumEvents JC.only | SigEvents.JC.only | NumEvents JC.only+reads On Target | SigEvents.JC.only+  reads On Target |
| --- | --- | --- | --- | --- |
| SE | 16702 | 987(431:556) | 16724 | 991(434:557) |
| MXE | 1888 | 341(172:169) | 1891 | 311(163:148) |
| A5SS | 43 | 2(0:2) | 43 | 2(0:2) |
| A3SS | 75 | 6(4:2) | 76 | 6(4:2) |
| RI | 40 | 1(1:0) | 40 | 1(1:0) |

Note:

1.Event Type: AS event type (SE, MXE, A5SS, A3SS, RI)

2. NumEvents JC.only: Total number of differential AS events. Only use junction counts to AS event detection

3. SigEvents.JC.only: Total number of differential AS events.

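The table counts alternative splicing events that rMATS found, by its column names first all events and then the significant ones, using reads that cross exon junctions. From the paper's values, skipped exons were 16702 of the 18748 events, or 89.1%, and mutually exclusive exons were 1888. Of the skipped exon events 987 were significant, which is 5.91% (95% Wilson interval 5.56 to 6.28). Of the mutually exclusive exon events 341 were significant, which is 18.1% (95% Wilson interval 16.4 to 19.9). For alternative 5′ splice sites, alternative 3′ splice sites and retained introns the paper's table lists 43, 75 and 40 events, too few to tell their shares of significant events apart, since their intervals overlap. The intervals cover counting error only.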

4. NumEvents JC.only+reads On Target: Total number of differential AS events. Simultaneous use junction counts and reads on targent to AS event detection

5. SigEvents.JC.only+reads On Target: Total number of differential AS events, meaning as (3)

How the deposited data were processed for this re-analysis (not part of the article)

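RNA-Seq was carried out on testis tissue of 6 Mongolian horses, 3 immature colts (BSM) and 3 mature stallions (ASM), with 1 library per horse. Which library belongs to which stage was taken from the sample labels and from Table S1. For the ASM libraries the sample titles and the column names differ, so the ASM columns were treated as the 3 replicates of that stage in no particular order of animals, and ASM1, ASM2 and ASM3 are the names in the text of the paper, whose raw read numbers Table S1 lists for AS1, AS2 and AS3.

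The authors counted reads per gene with HTSeq after alignment with TopHat to the Ensembl horse genome and an assembly of further transcripts with Cufflinks, and the deposited counts are raw whole numbers without normalization. The authors computed the deposited FPKM values from these counts and the gene lengths. Count, FPKM and library total gave a whole-number gene length for 100% of the genes with a count, which shows that the divisor was the total of the count table. The paper's text does not state the Ensembl release, the strand setting of the counting or how reads shared by overlapping genes were treated, so counts of overlapping or near-identical genes are uncertain. In the libraries, 3 counts correspond to between 0.152 and 0.214 CPM, and this limit covers counting error only.

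Differential expression was computed here from the counts with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its defaults for the 2 stages, libraries were scaled by TMM, and the quasi-likelihood F test compared ASM with BSM with stage as the only term. P-values were adjusted by the Benjamini-Hochberg method and the threshold was an adjusted p under 0.05, the threshold of the paper, with no limit on the fold change. Log2 CPM used a prior count of 2. Genes expressed in a stage were those with a mean FPKM over 1 across its 3 libraries. Correlations and clusterings used log10(FPKM + 1), with a pseudocount of 1. Differences in a single value between the stages were tested with exact permutation tests, for which 3 libraries against 3 cannot give a p-value below 0.1.

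The alternatives were DESeq2 1.42.0, an exact negative binomial test with size factors by the median of ratios and the larger of each gene's own dispersion and a fitted trend (the scheme of DESeq, written again here because the version the paper used was not run), DESeq2 size factors or library size in place of TMM, no filter beyond 1 count, a filter of 10 counts in every library, limma 3.58.1 on log2(FPKM + 1) for genes with a mean FPKM over 0.1, the library number as a block, and each library left out in turn. For expressed genes they were other rules and thresholds for FPKM, and for correlations another pseudocount, a filter, log2 CPM and the Spearman coefficient.

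The fits were tested on simulated data: counts for the real genes and library totals in which 200 genes were changed. All genes had the same dispersion, and the changes went in both directions. In the real data 77.4% of the tested genes were DEGs. The simulation therefore cannot check the scaling, the split between directions or the false calls where most genes change. The edgeR test, on 32620 genes, recovered 139 of the 200 changed genes, and 130 of the 134 that were changed by 4-fold or more, with 2 unchanged genes called. DESeq2 was given 58724 genes, and genes for which it returned no adjusted p-value were counted as not called. It recovered 146 with 11 unchanged genes called. The DESeq scheme, on 52935 genes, recovered 106 with 0 unchanged genes called. The limma fit on FPKM, on 49814 genes, recovered 112 with 17 unchanged genes called.

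A gene table of another horse assembly lists 39335 genes, 0 of them with an Ensembl identifier, so it has nothing to match the Ensembl identifiers of the count table against, and none of the identifiers occurs in its other columns. Gene symbols and chromosomes were not used, and results for the genes the paper names, for gene families, cell-type markers, the X chromosome, GO terms, KEGG pathways and transcription factors, and the comparison of qRT-PCR with RNA-Seq, are not reported here. The genes to be named were fixed by rule: the Ensembl genes with the largest and smallest log2 fold change among those past the threshold with a mean log2 CPM above 1 and no overlap between the stages, and the genes with the highest mean FPKM in each stage. The rule also asked for a gene symbol. That condition was dropped, and 1 gene was taken per rule and direction, after the tables were seen to hold no symbols.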

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

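The tests of explanations in this part were chosen after the result was seen. Of the assembled genes, which carry no Ensembl identifier and for which the paper gives no numbers, 8217 were higher in ASM and 5391 were lower, so that 60.4% of the assembled DEGs were higher in ASM. Of the Ensembl DEGs, 45.6% were. The result stands out because it is a signal in genes that the paper mentions only in passing. With 3 libraries per stage, 1 of the 10 splits of the libraries into 3 and 3, the real one, gave as many assembled DEGs. The 9 other splits gave 0 DEGs, with between 33 and 182 genes of either kind at an unadjusted p under 0.05, but with 10 splits the smallest share possible is 0.1. Each of these 9 splits mixed the stages within its groups, so the stage difference added to the spread within groups. Their 0 DEGs therefore give no rate of false calls. These splits count DEGs and do not test the difference in direction between assembled and Ensembl genes.

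Scaling between the stages was tested first. The gap between assembled and Ensembl DEGs in the share that was higher was 14.8 percentage points with TMM, 19.6 with library size only and 13.2 with DESeq2 size factors, so it kept its direction under each scaling. Each scaling applies the same factor to both kinds of genes in a library, so this outcome was likely and says little. Assembled genes might also differ because of their expression level or length. Within 20 bins of similar mean log2 CPM the gap was 29.0 percentage points, and assembled genes had the larger share in 18 of the 20 bins. Within 20 bins of similar gene length it was 15.0 percentage points. The gap kept its direction under both comparisons.

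A further technical explanation is that transcripts were assembled more readily where the libraries held more reads on them, so that genes seen almost only in ASM, which had more counts on genes, entered the list more often. In 34.4% of the assembled genes higher in ASM, no BSM library had more than 3 counts, whereas 14.0% of the assembled genes lower in ASM were at this limit in ASM. This share would arise both from the assembly and from genes that are switched on in ASM, so the test cannot separate them. With at least 10 counts required in every library, 1503 assembled genes were higher and 1844 were lower, so that 44.9% of the assembled DEGs and 49.4% of the Ensembl DEGs were higher, and the gap was reversed. This filter removes genes that are low in either stage, which can include strong changes in both directions. Of the assembled genes called higher, 8190 of 8217 had at least 10 counts in every ASM library, against 1874 of 5391 called lower. The filter thus selects on the change itself. With the filter, assembled DEGs higher in ASM fell from 8217 to 1503 and those lower from 5391 to 1844. The gap was reversed among the genes kept, so it depends on genes with fewer than 10 counts in some library. Those genes can include strong changes, so this cannot show whether low counts or the changes themselves produced the gap. A biological explanation, that mature testes transcribe many loci outside the annotation, is a hypothesis. It was not tested, and the share of 34.4% does not tell it apart from the way the assembled genes were found.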

How the results depend on the processing

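The alternatives for all genes, Ensembl genes, expressed genes and correlations were chosen before the data were examined. The fits for assembled genes, and the DESeq scheme with TMM or on the genes edgeR tested, were chosen after seeing the data. ACTB scaling and the alternatives for gene families, cell-type markers, X-linked genes and qRT-PCR were not run, because the identifiers were not paired with symbols.

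With at least 10 counts required in every library, 6496 genes were higher in ASM and 6966 were lower (13644 and 11871 with the default filter), and for assembled genes the counts were 1503 and 1844. With every gene that had at least 1 count, 12648 assembled genes were higher and 8409 lower. DESeq2 gave 13067 assembled genes higher. limma on log2(FPKM + 1) gave 18086 genes lower, 9330 of them assembled genes. A mean FPKM over 0.5 gave 10344 genes in BSM alone. The within-stage minus between-stage correlation, 0.215, was 0.264 with log10(FPKM + 0.1), 0.369 on genes with a mean FPKM over 1 and 0.350 with the Spearman coefficient, each with the same direction. The cause was not tested for these changes. The other 127 comparisons of these counts and correlations with an alternative stayed within 1.5 times the count or 1 SD.

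Across the 6 fits that each left out 1 library, genes higher in ASM ranged from 13752 to 15649 and genes lower from 10938 to 13061, Ensembl genes higher from 4750 to 5502 and lower from 5530 to 6913, and assembled genes higher from 8252 to 10147 and lower from 5253 to 6148. The default filter depends on the number of libraries in a stage, so these fits tested between 36179 and 36866 genes, against 32954 with all libraries. These ranges of DEGs thus reflect the genes tested as well as the library left out. Genes with FPKM over 1 ranged from 16049 to 16642 in both stages, from 7389 to 7982 in ASM alone and from 5814 to 6316 in BSM alone, and the correlation difference from 0.199 to 0.239. Of the 25515 DEGs, between 22655 and 24407 were called in the same direction in these fits, and 0 were called in the opposite direction under any alternative.

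The split between the directions depended on the scaling. TMM gave 53.5% of the DEGs as higher in ASM, DESeq2 size factors 56.1% and library size only 45.0%. For Ensembl genes the shares were 45.6%, 49.1% and 34.6%. The median log2 fold change of the tested genes was 0.06 with TMM, 0.18 with DESeq2 size factors and -0.40 with library size only. The DESeq scheme gave 63.7%, which became 59.3% with TMM and 59.9% on the genes edgeR tested, so scaling and filter each closed part of the distance to 53.5%.

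With the library number as a replicate block, 13225 genes were higher and 10844 lower. Same-numbered libraries are different horses, and their deviations from the stage means correlated between -0.0622 and 0.0198 across genes. Of the DEGs, 93.8% were called in the same direction with the block.

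Of the 53514 genes with a count, 20560 had too few counts for the default filter. In the fit on all genes with at least 1 count, 4991 of these were higher and 3578 were lower. 7 other comparisons with an alternative lost their call, all for the gene with the highest mean FPKM in BSM.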

Differences from the paper's values

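The paper's text gives 16237 genes up-regulated and 8641 down-regulated, 24878 in total. The values here were 13644, 11871 and 25515, each within 1.5 times the paper's. Among the alternatives set before the data were examined, the exact test with the DESeq scheme gave 16888 and 9643. The paper's methods name DESeq, and the scheme was written again here. The paper's 16327 genes expressed in both stages equal the 16327 found here with a mean FPKM over 1. In the paper's counts, up-regulated genes outnumber down-regulated genes. More genes were lower than higher with library size only (11962 higher, 14620 lower), limma on log2(FPKM + 1) (15846 higher, 18086 lower) and at least 10 counts in every library (6496 higher, 6966 lower), and for Ensembl genes alone in the edgeR test (5427 higher, 6480 lower), but not for Ensembl genes with DESeq2 (6031 higher, 6012 lower) or the DESeq scheme (5262 higher, 4858 lower). With 2 alternatives chosen after seeing the data, Ensembl genes had more lower when the DESeq scheme was scaled by TMM (4866 higher, 5523 lower) and more higher when it was run on the genes edgeR tested (5231 higher, 4926 lower).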

Other observations

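The tests of explanations for BSM2 were chosen after the result was seen, and the split of the libraries for all genes was chosen before. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many DEGs (25515), and 1 gave as many Ensembl DEGs (11907). The smallest share that 10 splits can give is 0.1. All other splits mix the stages within their groups, which adds the stage difference to the spread, so they give no rate of false calls.

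BSM2 lay closer to ASM than BSM1 and BSM3. For each BSM library, genes with an absolute log2 fold change above 2 were chosen in a fit that left the library out, and the library was placed between the mean of the other BSM libraries (0%) and the mean of ASM (100%) in log2 CPM. For genes higher in ASM the median position was 13.6% for BSM2 (10023 genes), 3.02% for BSM3 (9457 genes) and -15.3% for BSM1 (9248 genes). For genes lower in ASM it was 17.7% for BSM2 (5312 genes), -1.57% for BSM3 (5502 genes) and -8.40% for BSM1 (5505 genes). BSM2 was nearer to ASM than both other BSM libraries in 58.5% and 65.4% of these genes, where chance gives 33.3%. Genes are not independent, and this is 1 horse.

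Several technical explanations were tested. With other scalings, the lowest median position of BSM2 over genes higher in ASM was 13.7%, above the other BSM libraries under each scaling. Over genes lower in ASM, its position was 16.9% with DESeq2 size factors and 13.5% with library size only, also above the other BSM libraries. The counts of BSM2 were also drawn down to the total of BSM3 in 20 draws. Its position over genes higher in ASM was then 13.5%, but CPM is already scaled by library size, so the draw says little about depth. BSM1, with 15638712 counts against 15910529 in BSM2, lay at -15.3%, and BSM3, with the fewest counts (14015484), lay between them, so position did not follow depth. ASM RNA mixed into BSM2 was tested on 330 genes whose level in BSM1 and BSM3 was under 1% of ASM, which gave a mixing share of 1.46%. These genes were chosen as low in the other libraries, and this choice can itself place BSM2 above them. The same choice made for the other libraries in turn gave 0.502% for BSM3 (121 genes) and -0.332% for BSM1 (64 genes), so part of the 1.46% may come from the choice. A share of 1.46% would move the genes lower in ASM by 0.698% of the way, and they moved by 17.7%. The spread of the ratio of BSM2 to ASM over the 330 genes, as log2 of the 90th over the 10th percentile, was 2.05. In 100 simulated mixtures it was 1.52 to 2.03 with the common dispersion and 1.66 to 2.23 with each gene's dispersion, so the spread does not separate mixing from other causes. Mixing alone at this share leaves the genes lower in ASM unexplained. A candidate explanation from the design is that this colt was further toward maturity than the others. The ages are given as a range for the stage, so this was not tested, and the pattern cannot be told apart from a small mixture together with other differences between the horses.

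The 100 genes with the highest mean FPKM in ASM included 66 DEGs higher in ASM, 21 lower and 13 that did not pass the threshold. They held 25.6% ± 1.03 (SD, n = 3) of the summed FPKM in ASM and 18.2% ± 0.482 (SD, n = 3) in BSM. Of the 100 highest in BSM, 83 were lower in ASM, 4 were higher and 13 did not pass, and 35 genes were among the highest of both stages. The 100 highest in BSM held 31.9% ± 3.76 (SD, n = 3) of the summed FPKM in BSM and 11.1% ± 0.245 (SD, n = 3) in ASM. The highest in ASM was ENSECAG00000020028, with an FPKM of 56632 ± 7606 (SD, n = 3) in ASM and 959 ± 765 (SD, n = 3) in BSM, and a log2 fold change of 6.37 (standard error 0.64, adjusted p = 9.20e-05 from edgeR's quasi-likelihood test). Leaving out each library in turn gave this gene log2 fold changes between 5.79 (without BSM1) and 7.19 (without BSM2). Its gene length was 153 bp, and a short length raises FPKM for a given count. The highest in BSM was ENSECAG00000027689, with an FPKM of 12765 ± 1081 (SD, n = 3) in BSM and 6011 ± 429 (SD, n = 3) in ASM, and a log2 fold change of -0.64 (standard error 0.19, adjusted p = 0.0166 from the same test). It passed the threshold in 9 of the 16 alternatives.

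The share of DEGs that were higher in ASM fell with gene length. In the shortest 25.0% of tested genes, 50.0% were higher in ASM and 29.8% were lower, and in the longest 25.0%, 33.9% were higher and 43.0% were lower. The Spearman correlation of gene length with log2 fold change was -0.157 across all 32954 tested genes and -0.0115 across the 15606 Ensembl genes, and -0.268 across the 17348 assembled genes. These correlations are across genes, which are not independent, and no explanation was tested.

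For the qRT-PCR, the paper's Table S4 lists 3 numbered samples per stage with 3 values each. The numbering is not explained. Each number was read here as 1 horse and its values as repeats, and the p-values below rest on this reading. From the paper's values, averaged within each number, the log2 fold change between ASM and BSM was between 2.32 and 5.13 in the 8 assays. In 7 of the 8 assays all 3 ASM means lay beyond all 3 BSM means (2-sided exact permutation test, p = 0.1, the smallest p possible), and in the ANAPC5 assay they overlapped (exact permutation p = 0.2). Repeats within 1 number differed by up to 6 cycles in the CLOCK assay and 5.61 cycles in the IQCG assay.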
